A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Phytosulfokine downregulates defense‐related WRKY transcription factors and attenuates pathogen‐associated molecular pattern‐triggered immunity" (2024).

How the data were processed

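Messenger RNA from whole Arabidopsis thaliana seedlings was measured by RNA sequencing in 12 libraries, 3 from each of 4 groups. The groups were untreated Col-0, untreated tpst, tpst given 100 nM phytosulfokine (PSK) for 5 h and tpst given 1 µM PSK for 5 h. The seedlings were 7 days old and grew in liquid medium. The labels give no treatment and a time of 0 for the untreated groups. The paper describes a mock with water for them, so their harvest relative to the PSK groups is not settled. The authors selected RNA with poly(A) tails, made libraries with a NEBNext Ultra kit, read 150-bp pairs on a NovaSeq instrument, trimmed them with fastp and aligned them to the TAIR10 genome with HISAT2 version 2.0.5. Fragments were then assigned to genes with featureCounts version 1.5.0-p3. The deposited table holds, per gene, the integer counts that the authors made with featureCounts and the FPKM (fragments scaled by gene length and library size) that the authors computed from them. The strand setting and the handling of fragments that align to several places were not stated, so counts of paralogs and of overlapping antisense genes share an unknown part of their fragments.

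The table lists 32833 genes, with gene coordinates per the deposited columns. Those coordinates were checked against the RefSeq annotation of TAIR10: start and end were the same for 8656 of 8656 matched genes on chromosome 1, 5166 of 5174 on chromosome 2, 6428 of 6435 on chromosome 3, 4920 of 4921 on chromosome 4 and 7362 of 7362 on chromosome 5. None of the 152 mitochondrial and none of the 133 chloroplast genes was matched, so coordinates of organelle genes were not checked. Total counts per library ran from 17066292 to 24948416. Counting error limits the precision only for genes of a few counts. A floor of 3 counts over a group was used where a group had 0, and it covers counting error only.

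Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts for a test were removed with filterByExpr, which left 20506 genes and 99.96% of all counts. Library sizes were scaled by TMM (trimmed mean of M values, factors 0.974 to 1.075). A quasi-likelihood model with robust dispersions was fitted to the 12 libraries together, with a term per group and 8 residual degrees of freedom. The comparisons were Col-0 against untreated tpst, 100 nM PSK against untreated tpst, 1 µM PSK against untreated tpst, 1 µM against 100 nM PSK, and the mean of both doses against untreated tpst. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested, and a second count also asked for a change of at least 2-fold. All tests were two-sided. Levels are CPM (counts scaled by library size) after TMM scaling, with the standard deviation (SD) over 3 libraries, and the log2 changes are those of the fit with their standard error (SE). Separation of libraries means that all 3 of a group lie above all 3 of the other. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so every p of a gene rests on the model across genes.

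A total of 27 gene lists was fixed from prior knowledge before the files were opened. They were the PSK pathway, the WRKY family, PAMP-response genes (pathogen-associated molecular patterns), pattern-recognition receptors and co-receptors, the salicylic acid pathway, the jasmonate pathway, camalexin and indole glucosinolates, genes named by the study, the thalianol pathway, marneral and arabidiol pathways, the core hypoxia response, the sulfur-starvation response, the iron-deficiency response, nitrate and phosphate transport, root hair genes, root meristem and RGF genes, the cell cycle, cell expansion genes, auxin-response genes, brassinosteroid metabolism, the heat shock response, touch and early wound response, morning-phased and evening-phased clock genes, shoot photosynthesis markers, root markers and root endodermis markers. Each list was tested against the other genes with camera (limma 3.58.1) at its preset correlation of 0.01, adjusted over the 27 lists within a comparison. The test was repeated with the correlation estimated from the data. The fry test, which asks whether a list's genes move in 1 direction on balance, was run beside it. The genes named by the study and the thalianol pathway were chosen by the study on these samples. The former shared 7 genes with the PAMP-response genes, 5 with the WRKY family, 5 with the jasmonate pathway and 3 with the salicylic acid pathway, and these lists were tested again without them, a test chosen after seeing the data.

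Overlaps between called genes were compared with the number for independent calls and with 20 simulated data sets in which only the shared untreated libraries linked the comparisons. Promoters of protein-coding genes, 1000 bp upstream of the start in the annotation, were searched on both strands for the W-box that WRKY factors bind (TTGACT or TTGACA). Shares with a W-box were compared between called and other tested genes by Fisher's exact test, adjusted over the comparisons.

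Genes named in the text follow a rule written beforehand. It takes the 6 largest positive and 6 largest negative log2 changes among genes called at 2-fold with a mean log2 CPM of at least 1 and separated libraries. It adds the 4 higher and 4 lower genes of smallest p beyond those, up to 3 measured members of smallest p from each list, and every member of the PSK pathway and of the genes named by the study.

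Alternatives were DESeq2 1.42.0 on the 12 libraries or on only the groups compared, edgeR on only the groups compared, limma-voom, limma-trend on log2(FPKM + 1), RLE, upper-quartile or no composition scaling, no filter, a filter of 1 CPM in 3 libraries, replicate number as a block, and each library left out. Removal of rRNA and organelle genes was added after the data were seen, as were W-box tests on the genes called at 2-fold. For W-boxes the alternatives were the motif TTGAC[CT] and 500 bp upstream. The tests were tried on simulated data of 20284 genes for the first comparison: edgeR recovered 61.2% of genes changed 1.5-fold and 83.6% of genes changed 2-fold. In a further simulation camera called the 2 shifted lists and 0 of 18 others. Genes were drawn independently there, so it does not test camera on lists whose genes correlate. No library was left out of the reported values. Over all genes, replicate numbers showed no pairing of libraries across groups, as 0 of 18 same-number pairs had a correlation of residuals above 0.1. Pairing that touches only part of the genes is not excluded by that.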

Results

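Whole 7-day-old seedlings of Arabidopsis thaliana were compared by RNA sequencing in 4 groups of 3 libraries. Col-0 is the wild type. The tpst mutant lacks normal tyrosylprotein sulfotransferase, the enzyme that sulfates tyrosines of PSK and of other secreted peptides such as RGF, CIF and PSY. PSK is a sulfated pentapeptide hormone perceived by the receptor kinases PSKR1 and PSKR2, and it was given to tpst at 100 nM or 1 µM for 5 h. The labels give the untreated groups no treatment and a time of 0. The paper describes water added to them as a mock, and whether they were harvested at the same hour as the treated seedlings is not known. Total counts per library ran from 21314381 to 24835416 in Col-0, from 20133278 to 24646592 in tpst, from 21860470 to 24948416 with 100 nM PSK and from 17066292 to 19993257 with 1 µM PSK. The first principal component held 45.7% of the variance and split Col-0 from the tpst groups.

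TPST itself (AT1G08030, TAIR10 chromosome 1, 2489409 to 2493327) reached 17.1 ± 0.183 CPM in Col-0 and 7.48 ± 0.731 CPM in tpst (SD, n = 3). That is 2.28-fold higher in Col-0 (log2 1.19, SE 0.126, edgeR adjusted p = 4.84e-08), so fragments from the locus were lower but present in the mutant. PSK left it unchanged, with a log2 change of -0.05 at 100 nM (adjusted p = 0.933) and 0.16 at 1 µM (adjusted p = 0.579).

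The comparison of Col-0 with untreated tpst asks how the mutant seedling differs from the wild type. The paper names a single tpst line, so other differences of that line cannot be told apart from loss of tyrosine sulfation. At its preset correlation camera called 13 of 27 lists, and it called 0 with an estimated correlation. EXT3 (AT1G21310, chromosome 1, 7453245 to 7455009), an extensin of the cell wall, stood at 1184 ± 19.4 CPM in Col-0 and 483 ± 31.7 CPM in tpst (SD, n = 3; log2 1.29, SE 0.0519). JAL34, a jacalin-type lectin (chromosome 3, 5592491 to 5595912), stood at 620.2 ± 33.6 CPM against 278 ± 2.97 CPM (log2 1.16, adjusted p = 3.49e-15). The largest rise under the rule was QQS (chromosome 3, 12349047 to 12349933), an orphan gene that affects starch content, at 33.9 ± 2.75 CPM against 0.311 ± 0.121 CPM (log2 6.71, SE 0.244, edgeR adjusted p = 2.98e-16). TLP18.3, a thylakoid lumen protein used in repair of photosystem II, had log2 3.64 (165 ± 25.3 CPM against 13.1 ± 1.07 CPM).

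Among the lists the root markers had the smallest p. Of 14 measured, 12 were higher in Col-0 and 1 was lower, with the same counts adjusted over the list alone (median log2 1.4, camera adjusted p = 3.1e-11; adjusted p = 0.0983 with an estimated correlation). Among them were the phosphate transporter PHT1;1 (123 ± 6.21 CPM against 45.5 ± 2.48 CPM, log2 1.43, adjusted p = 5.63e-15) and PER3 (log2 1.67). The aquaporin PIP2;2, from the list of cell expansion genes and not of root markers, stood at 209 ± 19.9 CPM against 77.9 ± 4.11 CPM (log2 1.42). Of 8 root endodermis markers 5 were higher and 0 lower, also adjusted over the list alone (median log2 1.62, adjusted p = 0.000659; adjusted p = 0.117 with an estimated correlation). CASP1 and CASP2, which place the Casparian strip, rose by log2 1.63 and 2.13. Of 14 root hair genes 11 were higher and 0 lower, the same adjusted over the list alone (median log2 0.82, adjusted p = 2.57e-06; adjusted p = 0.0983 with an estimated correlation). They included the NADPH oxidase RHD2 (21.8 ± 2.53 CPM against 9.07 ± 0.549 CPM, log2 1.26) and COBL9 (log2 1.44).

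Lists of growth and transport genes went the same way only in part. Some of their genes are root markers too, so these lists are not separate evidence in any comparison. Among these are PHT1;1 in nitrate and phosphate transport, and TIP2;2 and TIP2;3 in cell expansion. Of 9 root meristem and RGF genes 4 were higher, 5 adjusted over the list alone, and 0 lower (median log2 0.66, adjusted p = 0.00611; adjusted p = 0.0983 with an estimated correlation); SHR rose by log2 0.60. Of 17 cell expansion genes 11 were higher and 3 lower, equally so adjusted over the list alone (median log2 0.54, adjusted p = 0.00109; adjusted p = 0.0983 with an estimated correlation), with the vacuolar water channel TIP1;1 up by log2 0.54 (442 ± 7.73 CPM against 305 ± 20.9 CPM). None of 17 cell cycle genes was called, nor adjusted over the list alone (median log2 0.06, adjusted p = 0.727). Nitrate and phosphate transport had 5 genes higher and 3 lower of 9, the same adjusted over the list alone (median log2 0.62, adjusted p = 0.0376; adjusted p = 0.296 with an estimated correlation). NRT1.5, which loads nitrate into the xylem, rose by log2 1.1. That list had an adjusted p of 0.0544 without Col-0 replicate 1, 0.0558 without 1 µM PSK replicate 3 and 0.0555 with the replicate block, none of them a call.

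Shoot photosynthesis markers were lower in Col-0 for 21 of 26 genes and higher for 0, or 24 lower adjusted over the list alone (median log2 -0.29, adjusted p = 1.39e-08; adjusted p = 0.218 with an estimated correlation). RBCS1A, a Rubisco small subunit, changed by log2 -0.38 (adjusted p = 6.82e-09) and GAPB by log2 -0.32 (1504 ± 44.7 CPM against 1876 ± 55.3 CPM). The jasmonate pathway had 8 genes lower and 1 higher of 20, the same adjusted over the list alone (median log2 -0.60, adjusted p = 0.000659; adjusted p = 0.0983 with an estimated correlation). LOX2, an early enzyme of jasmonate synthesis, stood at 387 ± 55.3 CPM in Col-0 against 1123 ± 61.5 CPM (log2 -1.53), AOS had log2 -1.34, and CORI3 (chromosome 4, 12310379 to 12313212) had log2 -2.15. The sulfur-starvation response had 6 lower and 2 higher of 16, the same adjusted over the list alone (median log2 -0.52, adjusted p = 0.00913; adjusted p = 0.235 with an estimated correlation). Its sulfate-assimilation reductase APR2 had log2 -0.85.

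PAMP-response genes were higher for 11 and lower for 1 of 23, the same adjusted over the list alone (median log2 0.74, adjusted p = 0.00668; adjusted p = 0.218 with an estimated correlation). The study had named 7 of these 23 genes, 5 of the 55 of the WRKY family, 5 of the 20 of the jasmonate pathway and 3 of the 16 of the salicylic acid pathway on these samples, so these lists are not fully independent evidence either. IOS1, a receptor kinase of pattern-triggered immunity, stood at 37.0 ± 4.39 CPM against 15.6 ± 1.48 CPM (log2 1.24), and the powdery-mildew gene MLO12 at log2 1.31. The WRKY family had 20 higher and 6 lower of 55, or 23 and 8 adjusted over the list alone (median log2 0.30, camera adjusted p = 0.00186, and 0.144 with an estimated correlation). Its changes ran from log2 -1.23 to 2.32. Among its genes were WRKY36 (log2 1.18), WRKY72 (log2 1.24) and WRKY44 (log2 -1.0). All 7 genes of the thalianol pathway were higher, also adjusted over the list alone, which is not independent evidence because the study chose them (median log2 1.14, adjusted p = 2.57e-06; adjusted p = 0.117 with an estimated correlation). All 4 measured genes of the marneral and arabidiol pathways were higher, also adjusted over the list alone (median log2 1.71, adjusted p = 0.000214; adjusted p = 0.0983 with an estimated correlation), CYP71A16 by log2 2.1.

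Further lists were not called by camera in this comparison, although some of their members were called by edgeR. The PSK pathway had 4 higher and 1 lower of 11, the same adjusted over the list alone (median log2 0.20, adjusted p = 0.154): PSK4 (AT3G49780) rose by log2 1.42 and PSK5 had log2 -0.70, whereas PSKR1 (log2 0.04) and PSKR2 (log2 -0.03) were not called. In the iron-deficiency response 6 rose and 5 fell of 15, the same adjusted over the list alone; its median log2 was -0.10, its mean 0.60 and its test upward (adjusted p = 0.758). The regulator FIT had log2 2.38 and the iron transporter OPT3 log2 -0.62. Camalexin and indole glucosinolates had 5 higher and 4 lower of 14 (median log2 0.06, adjusted p = 0.887), the salicylic acid pathway 4 and 2 of 16 (median log2 0.22, adjusted p = 0.146), and pattern-recognition receptors and co-receptors 4 and 0 of 12 (median log2 0.10, adjusted p = 0.0926), with the same counts adjusted over the list alone. IGMT1 had log2 2.25 and DMR6 log2 1.74. The core hypoxia response had 1 higher and 3 lower of 25, or 0 and 3 adjusted over the list alone (median log2 0.00, adjusted p = 0.945). Genes named by the study had 5 higher and 5 lower of 25, the same adjusted over the list alone and not independent evidence (adjusted p = 0.858; the test pointed down and the median, log2 0.09, up).

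Hormone, clock and stress lists were smaller. Of 6 auxin-response genes IAA19 rose (log2 1.31) and 1 fell, also adjusted over the list alone (adjusted p = 0.122). Brassinosteroid metabolism had 3 of 7 higher, 4 adjusted over the list alone (adjusted p = 0.0831), including BR6OX1 at log2 1.53. Touch and early wound response had 3 of 7 lower, the same adjusted over the list alone (median log2 -0.42, adjusted p = 0.051), including TCH3 at log2 -0.42. Evening-phased clock genes had 2 of 8 higher, PRR5 (log2 0.44) and ELF4 (log2 0.29), or 3 adjusted over the list alone (adjusted p = 0.203). None of 7 morning-phased clock genes (adjusted p = 0.942) and none of 7 genes of the heat shock response (adjusted p = 0.675) was called, nor adjusted over the list alone.

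A few genes were nearly silent in Col-0 and expressed in all tpst groups. AT4G29200 (chromosome 4, 14398054 to 14400198) had 4 counts over the Col-0 libraries and 2774 over the untreated tpst libraries. AT2G01422 had 1 and 622. AT1G64795 had 0 and 180, and a floor of 3 counts puts it at least 61.3-fold lower in Col-0. In the whole comparison 5731 of 20506 genes were called by edgeR, 2999 higher and 2732 lower in Col-0, and 1318 at 2-fold, of which 1115 were higher. Libraries of the groups were separated for 39.8% of genes, where 10% would be by chance. Col-0 replicate 3 stood apart from its group, with a chi-square per degree of freedom of 14.6 and 16.0 against the other Col-0 libraries, which had 3.41 between them.

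**Figure D1:**
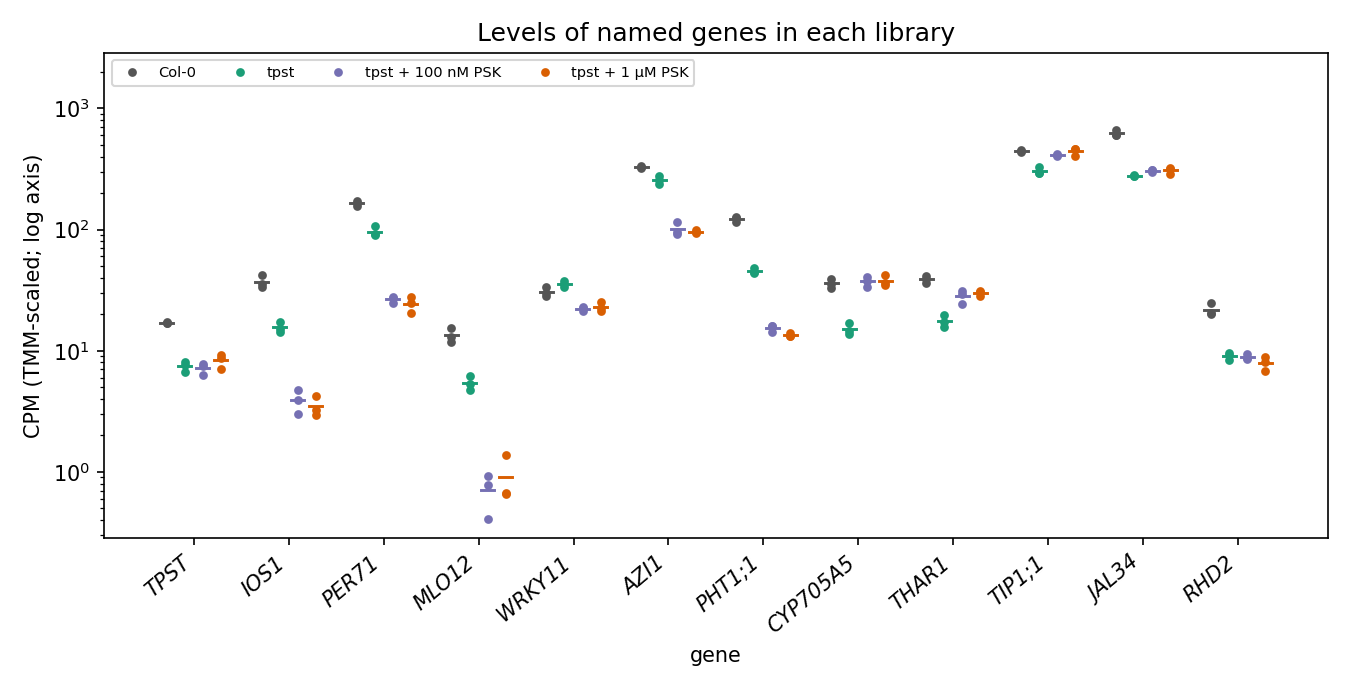
Level of 12 genes in CPM on a log axis, with a point for each library, a bar at each group mean and a colour for each of the 4 groups. IOS1, PER71, MLO12 and PHT1;1 are highest in Col-0 and fall below untreated tpst with PSK, whereas CYP705A5 rises with PSK from 15.1 to 37.2 CPM, near its Col-0 level of 36.1 CPM.

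The comparison of 100 nM PSK with untreated tpst asks which genes differed after 5 h with the peptide. IOS1 (AT1G51800, chromosome 1, 19214072 to 19218053) dropped from 15.6 ± 1.48 CPM to 3.89 ± 0.850 CPM (SD, n = 3; log2 -2.0, SE 0.146, edgeR adjusted p = 1.12e-09). PER71 (chromosome 5, 25659257 to 25661007), a cell wall peroxidase induced by PAMPs, dropped from 95.9 ± 9.50 CPM to 26.6 ± 1.48 CPM (log2 -1.85, SE 0.0901, adjusted p = 2.65e-10). MLO12 (chromosome 2, 16356041 to 16359943) had the largest fall under the rule, log2 -2.95. CYP705A5 (chromosome 5, 19434758 to 19436749), the thalian-diol desaturase, rose from 15.1 ± 1.66 CPM to 37.2 ± 3.43 CPM (log2 1.31, SE 0.0974, adjusted p = 1.12e-09).

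PAMP-response genes had 9 lower and 0 higher of 23, or 11 and 1 adjusted over the list alone (median log2 -0.68, camera adjusted p = 2.06e-09, and 0.0264 with an estimated correlation). Without the 7 genes that the study had named, which are not independent evidence, 4 of 16 were lower and 0 higher (median log2 -0.52, adjusted p = 0.000171; adjusted p = 0.0923 with an estimated correlation). The WRKY family had 10 lower and 0 higher of 55, or 13 lower adjusted over the list alone (median log2 -0.12, adjusted p = 2.51e-05; adjusted p = 0.0568 with an estimated correlation). WRKY11 went from 35.6 ± 2.22 CPM to 22.2 ± 0.956 CPM (log2 -0.68), WRKY7 fell by 0.58, WRKY22 by 1.1 and WRKY27 by 1.37 on the log2 scale. Pattern-recognition receptors and co-receptors had 4 lower and 0 higher of 12, or 7 lower adjusted over the list alone (median log2 -0.28, adjusted p = 7.19e-05; adjusted p = 0.0808 with an estimated correlation), among them the kinase BIK1 (31.8 ± 2.54 CPM to 23.9 ± 0.866 CPM, log2 -0.41). Camalexin and indole glucosinolates had 2 lower of 14, 4 adjusted over the list alone, and 0 higher (median log2 -0.16, adjusted p = 0.00199; adjusted p = 0.0987 with an estimated correlation), including the transporter PEN3 (526 ± 22.8 CPM to 372 ± 7.95 CPM, log2 -0.50) and the methyltransferase IGMT2 (log2 -1.34). Genes named by the study had 9 lower and 0 higher of 25, or 10 lower adjusted over the list alone, which is not independent evidence (median log2 -0.04, mean log2 -0.62, adjusted p = 1.85e-06, and 0.0264 with an estimated correlation). The lipid-transfer genes of systemic immunity AZI1 (chromosome 4, 7401087 to 7401951; 256 ± 17.3 CPM to 101 ± 12.8 CPM, log2 -1.34) and EARLI1 (log2 -0.99) also fell.

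Hormone branches of defence were not called as lists. None of 20 genes of the jasmonate pathway was called, nor adjusted over the list alone (adjusted p = 0.98), and none of 16 of the salicylic acid pathway, with 1 lower adjusted over the list alone (adjusted p = 0.359). The core hypoxia response had 1 lower and 0 higher of 25, the same adjusted over the list alone (median log2 0.06, adjusted p = 0.359).

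Transport and growth genes changed in both directions. Nitrate and phosphate transport had 5 lower and 0 higher of 9, the same adjusted over the list alone (median log2 -0.50, adjusted p = 2.38e-08, and 0.0264 with an estimated correlation). PHT1;1 (chromosome 5, 17399769 to 17402158) dropped from 45.5 ± 2.48 CPM to 15.4 ± 0.896 CPM (log2 -1.56, adjusted p = 9.48e-14), the nitrate-uptake partner NRT3.1 from 25.8 ± 2.68 CPM to 10.2 ± 0.995 CPM (log2 -1.34), and the nitrate transporter NRT1.1 by 0.50 on the log2 scale. Cell expansion genes had 6 higher and 1 lower of 17, or 9 and 1 adjusted over the list alone (median log2 0.30, adjusted p = 2.36e-07, and 0.0264 with an estimated correlation), with the water channels TIP1;1 (305 ± 20.9 CPM to 414 ± 5.84 CPM, log2 0.44), PIP2;1 (log2 0.54) and PIP1;2 (log2 0.30). The sulfur-starvation response had 2 higher and 1 lower of 16, or 8 and 1 adjusted over the list alone (median log2 0.32, adjusted p = 0.00313; adjusted p = 0.214 with an estimated correlation), and its sulfate transporter SULTR1;2 fell (log2 -1.01).

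The thalianol pathway had 5 genes higher and 0 lower of 7, or all 7 adjusted over the list alone, which is not independent evidence (median log2 1.04, adjusted p = 5.75e-12, and 0.0264 with an estimated correlation). CYP708A2 went from 15.7 ± 2.33 CPM to 36.3 ± 5.03 CPM (log2 1.22) and THAR1 rose by log2 0.69. Of the marneral and arabidiol pathways 2 of 4 genes were higher and 0 lower, also adjusted over the list alone (median log2 0.76, adjusted p = 0.00313; adjusted p = 0.118 with an estimated correlation); the larger rise was CYP705A12 (log2 2.23). The PSK pathway had 1 lower of 11, or 2 adjusted over the list alone, and 0 higher (median log2 -0.18, adjusted p = 0.000712, and 0.0264 with an estimated correlation). The gene called was the receptor PSKR1 itself (AT2G02220, chromosome 2, 583797 to 587401), which went from 19.2 ± 1.12 CPM to 12.4 ± 1.43 CPM (log2 -0.64, SE 0.116, adjusted p = 0.00098).

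Markers of organs and cell types were flat or mixed at this dose. None of 26 shoot photosynthesis markers was called, nor adjusted over the list alone (adjusted p = 0.752; median log2 -0.01, the test pointing up). The auxin-response genes had a median of log2 -0.05, a mean of log2 0.15 and a test pointing up. Root markers had 4 higher and 3 lower of 14, or 7 and 3 adjusted over the list alone (median log2 0.09, mean log2 -0.10, adjusted p = 0.359). None of 8 root endodermis markers, 14 root hair genes, 9 root meristem and RGF genes, 17 cell cycle genes or 15 iron-deficiency genes was called; 1 endodermis marker and 1 root hair gene rose adjusted over the list alone. IAA19 (log2 1.2), BR6OX1 (log2 1.15) and PRR5 (log2 0.43) rose and TCH3 fell (log2 -0.51), and edgeR called no other member of the lists of auxin response, brassinosteroid metabolism, evening clock and touch. The rises of IAA19, BR6OX1 and PRR5 were not called without tpst replicate 1 (adjusted p = 0.0776, 0.0984 and 0.162), tpst replicate 2 (0.155, 0.117 and 0.111), 100 nM replicate 1 (0.0707, 0.126 and 0.126) or 100 nM replicate 3 (0.185, 0.0718 and 0.147). IAA19 and BR6OX1 were not called without tpst replicate 3 (0.127 and 0.113) or 100 nM replicate 2 (0.0834 and 0.0943), nor IAA19 without Col-0 replicate 2 (0.0501). With every library they were not called by limma-voom (0.0615, 0.0654 and 0.0547), nor IAA19 and BR6OX1 by DESeq2 on only the compared libraries (0.0775 and 0.0542). IAA19 was not called by edgeR on only the compared libraries (0.0553) or with the replicate block (0.0554), nor PRR5 by limma-trend on FPKM (0.0811). In total 656 genes were called, 265 higher and 391 lower, and 152 at 2-fold, of which 110 were lower. The count was 1039 without Col-0 replicate 3, 407 without 100 nM replicate 3 and 428 without tpst replicate 1.

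Promoters of the genes lower at 100 nM carried a W-box more often. It was found in 343 of 390 such promoters (87.9%) against 76.5% of other tested genes (odds ratio 2.24, 95% interval 1.65 to 3.12, Fisher's exact test adjusted p = 7.97e-08). Genes that rose had a share of 79.2% (odds ratio 1.16, adjusted p = 0.577).

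At the higher dose camera called 11 of 27 lists at its preset correlation and 1, the cell expansion genes, with an estimated correlation. IOS1 stood at 3.47 ± 0.655 CPM (SD, n = 3; log2 -2.18, SE 0.154, edgeR adjusted p = 3.78e-10), PER71 at 24.3 ± 3.77 CPM (log2 -1.98), AZI1 at 96.2 ± 2.31 CPM (log2 -1.41) and PHT1;1 at 13.5 ± 0.523 CPM (log2 -1.76, adjusted p = 1.38e-14). PCR8, a small membrane protein induced by PAMPs, went from 18.4 ± 1.47 CPM to 2.67 ± 0.451 CPM (log2 -2.79). CYP705A5 stood at 37.5 ± 3.77 CPM (log2 1.32, adjusted p = 7.91e-10). PSKR1 went to 13.0 ± 0.705 CPM (log2 -0.56, adjusted p = 0.00271).

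The core hypoxia response had 10 higher and 1 lower of 25, or 11 and 1 adjusted over the list alone (median log2 0.51, camera adjusted p = 1.75e-06; adjusted p = 0.247 with an estimated correlation). LBD41 (AT3G02550, chromosome 3, 536500 to 538126), a transcription factor induced by low oxygen, went from 11.8 ± 7.60 CPM to 42.5 ± 20.4 CPM at 100 nM and 127 ± 50.4 CPM at 1 µM (log2 3.45, SE 0.559, adjusted p = 0.00779 for 1 µM). HRA1 (chromosome 3, 3096345 to 3098417) had log2 3.27, and PCO1, an oxidase that marks hypoxia regulators for decay, log2 2.19. Ribosomal RNA went down. Of 9 rRNA genes tested 7 were lower and 0 higher (median log2 -2.55), and RRN26 of the mitochondrion had log2 -1.77 (adjusted p = 8.09e-13).

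PAMP-response genes had 7 lower and 0 higher of 23, or 9 and 2 adjusted over the list alone (median log2 -0.58, adjusted p = 5.27e-05; adjusted p = 0.0933 with an estimated correlation). Without the 7 genes that the study had named 3 of 16 were lower and 0 higher (median log2 -0.33, adjusted p = 0.0371; adjusted p = 0.32 with an estimated correlation). The WRKY family had 12 lower and 2 higher of 55, or 17 and 2 adjusted over the list alone (adjusted p = 0.000125; adjusted p = 0.0933 with an estimated correlation), with WRKY11 at log2 -0.63 and WRKY27 at log2 -1.72. Pattern-recognition receptors and co-receptors had 5 lower of 12, 8 adjusted over the list alone (adjusted p = 0.000183; adjusted p = 0.1 with an estimated correlation), with FLS2 (AT5G46330), the flagellin receptor, at log2 -0.50. Camalexin and indole glucosinolates had 3 lower of 14, 5 adjusted over the list alone (adjusted p = 0.00215; adjusted p = 0.101 with an estimated correlation), with PEN3 at log2 -0.58. Genes named by the study had 9 lower and 2 higher of 25, or 10 and 3 adjusted over the list alone, which is not independent evidence (adjusted p = 0.000478; adjusted p = 0.0933 with an estimated correlation). Nitrate and phosphate transport had 5 lower of 9, the same adjusted over the list alone (median log2 -0.53, adjusted p = 4e-07; adjusted p = 0.081 with an estimated correlation). The PSK pathway had 1 lower of 11, 3 adjusted over the list alone (adjusted p = 0.00622; adjusted p = 0.0895 with an estimated correlation).

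Cell expansion genes had 7 higher and 1 lower of 17, or 11 and 1 adjusted over the list alone (median log2 0.40, adjusted p = 6.03e-08, and 0.0422 with an estimated correlation). TIP1;1 stood at 444 ± 32.1 CPM (log2 0.54), PIP1;2 at 367 ± 18.2 CPM (log2 0.52) and PIP2;2 at 121 ± 10.7 CPM (log2 0.63). The thalianol pathway had 6 of 7 genes higher, 7 adjusted over the list alone and not independent evidence (median log2 1.1, adjusted p = 3.71e-10; adjusted p = 0.081 with an estimated correlation). The sulfur-starvation response had 4 higher and 1 lower of 16, or 8 and 1 adjusted over the list alone (adjusted p = 0.00581; adjusted p = 0.247 with an estimated correlation); LSU2 rose from 22.7 ± 2.76 CPM to 39.9 ± 3.84 CPM and SULTR1;2 had log2 -0.83. In the other 16 lists camera called nothing, including the marneral and arabidiol pathways with 0 of 4 genes called, also adjusted over the list alone (median log2 0.47, adjusted p = 0.0624), and brassinosteroid metabolism with 0 of 7, also adjusted over the list alone (adjusted p = 0.683). Single members of some of these lists moved: ORA59 fell (log2 -1.1), IAA19 (log2 1.23), PRR5 (log2 0.63) and GAPB (log2 0.20) rose, and TCH3 fell (log2 -0.27). IAA19 and TCH3 were not called without tpst replicate 2 (adjusted p = 0.0974 and 0.0986), tpst replicate 3 (0.0761 and 0.0630) or 1 µM replicate 3 (0.123 and 0.0666), nor TCH3 without 1 µM replicate 1 (0.0830), nor IAA19 by DESeq2 on only the compared libraries (0.0526). The jasmonate pathway had 1 lower of 20, also adjusted over the list alone; its median (log2 -0.03) and test pointed down and its mean (log2 0.05) up. Signs also differed for root markers (median log2 0.11, mean log2 -0.05) and for the auxin-response genes (median log2 -0.04, mean log2 0.09), the cell cycle (median above 0, mean below) and root endodermis markers (median log2 0.03, test pointing down).

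In total 1323 genes were called at 1 µM, 615 higher and 708 lower, and 248 at 2-fold, of which 158 were lower. The count was 2169 without Col-0 replicate 3 and 781 without tpst replicate 2. A W-box stood in 582 of 690 promoters of genes that fell (84.3%), against 76.4% of other genes (odds ratio 1.66, 95% interval 1.35 to 2.06, Fisher's exact test adjusted p = 1.45e-06). Genes that rose had a share of 76.0% (adjusted p = 0.673).

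**Figure D2:**
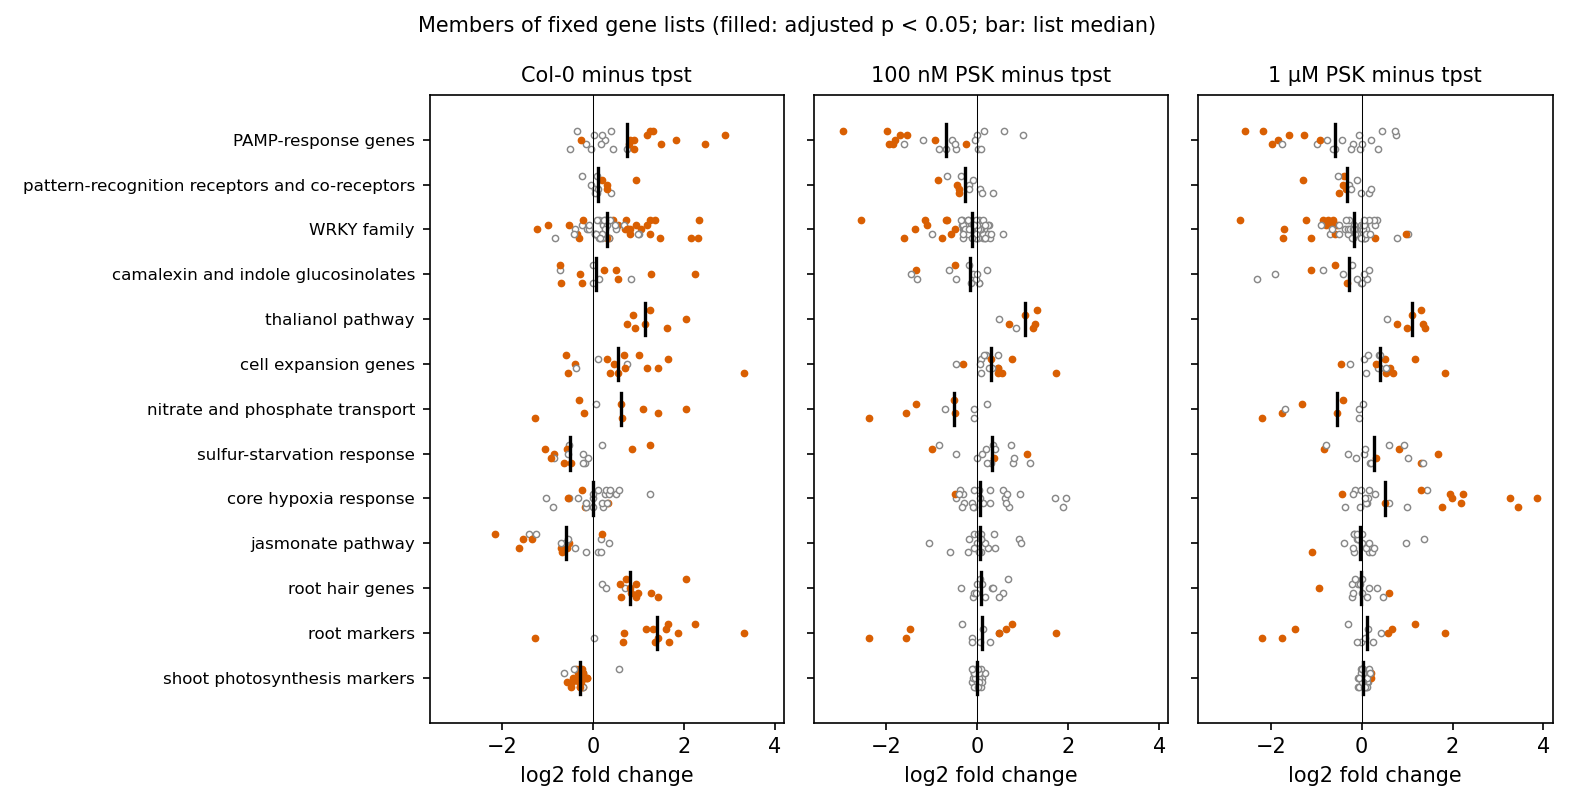
Log2 change of each measured gene in 13 lists for Col-0, 100 nM PSK and 1 µM PSK against untreated tpst, with a point per gene, filled where its adjusted p is under 0.05, and a bar at the list median. Root markers sit to the right in Col-0 (median 1.4), PAMP-response genes to the right in Col-0 (0.74) and to the left with PSK (-0.68 and -0.58), and the thalianol pathway to the right in all 3 panels.

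Set against each other directly in the fit of 12 libraries, the doses differed in 49 genes, and 7 of the 13 that changed at least 2-fold were rRNA genes. The nuclear rRNA gene AT3G41768 (chromosome 3, 14197677 to 14199484) fell from 2914 ± 339 CPM at 100 nM to 507 ± 49.5 CPM at 1 µM (SD, n = 3; log2 -2.52, edgeR adjusted p = 0.00334). Of 9 rRNA genes 7 were lower and 0 higher at 1 µM (median log2 -2.40), including those of the mitochondrion (RRN18, log2 -2.58; RRN26, log2 -1.67) and of the chloroplast (RRN16S.1, log2 -2.90). Some chloroplast entries are named as copies of the same rRNA, so they may not be separate observations. The rRNA share of counts was 0.0579 ± 0.00473% at 1 µM against 0.322 ± 0.0308% at 100 nM, 0.334 ± 0.00895% in tpst and 0.291 ± 0.0711% in Col-0, of which replicate 3 had 0.212%. The Rubisco large subunit gene RBCL also fell (log2 -0.97, adjusted p = 1.79e-06). AT1G79075 rose from 8.43 ± 0.932 CPM to 22.2 ± 2.33 CPM (log2 1.4) and GAT1, a transporter of γ-aminobutyrate, from 7.73 ± 0.403 CPM to 13.5 ± 0.864 CPM (log2 0.81).

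The core hypoxia response was the list that differed between doses, with 1 gene higher and 0 lower of 25, or 10 higher adjusted over the list alone (median log2 0.61, camera adjusted p = 6.2e-10; adjusted p = 0.804 with an estimated correlation and 0.364 by fry). The gene called was CML38, a calmodulin-like protein (chromosome 1, 28766750 to 28768138), at 4.62 ± 0.464 CPM and 9.62 ± 3.90 CPM (log2 1.06, SE 0.225, adjusted p = 0.0414); its adjusted p was 0.0573 without tpst replicate 1, 0.0717 without tpst replicate 2, 0.312, 0.11 and 0.157 without 100 nM replicates 1, 2 and 3, and 0.102 and 0.338 without 1 µM replicates 2 and 3. It was 0.0842 by limma-voom, 0.145 by limma-trend on FPKM and 0.0517 with rRNA and organelle genes removed. PCO1 (log2 1.55, adjusted p = 0.091) was not called by edgeR on the 12 libraries but was by DESeq2 (0.00101), limma-voom (0.00409), limma-trend on FPKM (0.0388), with the replicate block (8.18e-05) and without 1 µM replicate 1 (0.0319). The lowest adjusted p of the other 26 lists was 0.0878, for cell expansion genes with 0 of 17 called, or 3 higher adjusted over the list alone, and for touch and early wound response with 1 of 7 higher (CML38, a member of this list too), or 2 adjusted over the list alone. None of those 26 was called; median and mean or test differed in sign for genes named by the study, the jasmonate and salicylic acid pathways, root meristem and RGF genes, morning-phased clock genes and nitrate and phosphate transport. In total 49 genes were called, 26 higher and 23 lower, 13 at 2-fold, and 2089 at an unadjusted p under 0.05. The count depended on the method: it was 148 by DESeq2 on the 12 libraries, and 472 by edgeR and 480 by DESeq2 on only the compared libraries. It was 97 with no filter, 95 with the replicate block and 28 by limma-trend on FPKM. The count was 535 without Col-0 replicate 3 and 85 without Col-0 replicate 2. Both lie outside this comparison and act only through the shared fit. It was 30 without 100 nM replicate 2, 20 without 1 µM replicate 3, 19 without 1 µM replicate 2 and 17 without 100 nM replicate 1.

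**Figure D3:**
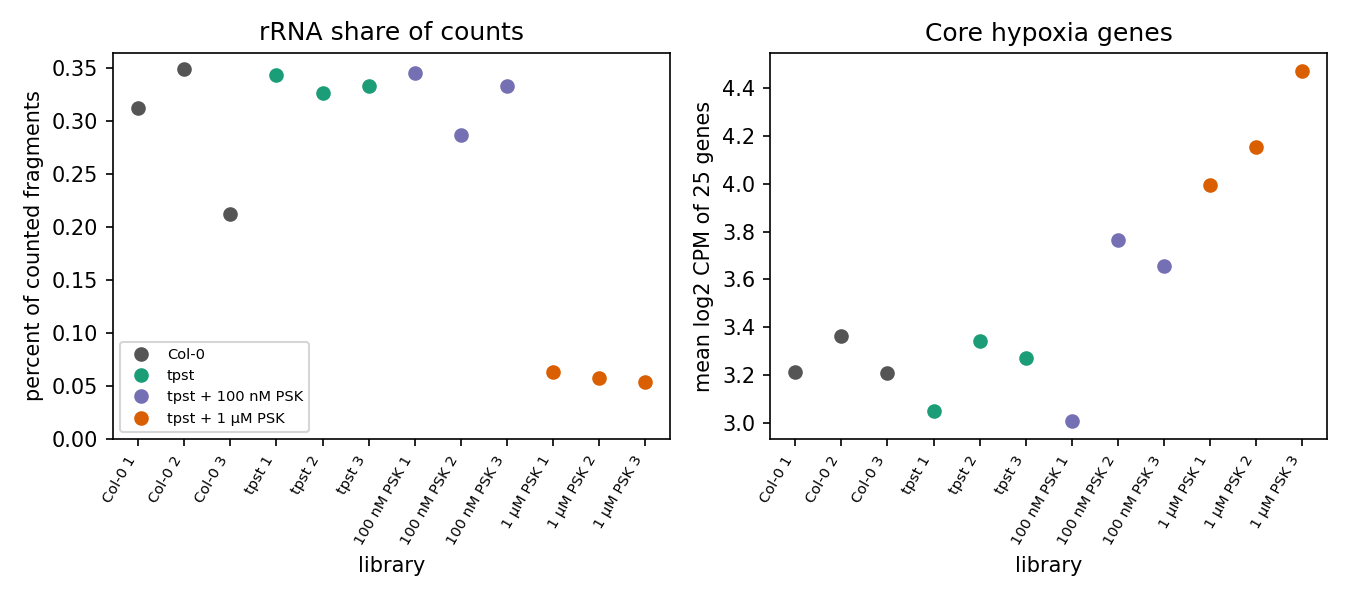
Left, rRNA as a percent of counts in each of 12 libraries; right, mean log2 CPM of the 25 measured core hypoxia genes, with a point per library and a colour per group. The 3 libraries at 1 µM lie lowest on the left (mean 0.0579%) and highest on the right (3.99 to 4.47), and those at 100 nM spread from 3.01 to 3.77 on the right.

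Many changes were shared by the doses. Genes called at 2-fold were 42 higher and 110 lower at 100 nM, and 90 higher and 158 lower at 1 µM. Of these, 28 rose and 81 fell at both doses and 0 went opposite ways, against 0.184 and 0.848 for independent calls. Of 9 rRNA genes 0 were called at 100 nM and 7 were lower at 1 µM. Of 25 core hypoxia genes 0 were higher at 100 nM, where their mean was log2 0.295, and 10 at 1 µM. A call at only 1 dose is no test of a difference. The direct edgeR test between doses called 1 of these 25 genes. Across 20 simulated data sets the overlap was 0, but no gene was changed in them and few could be called. That 0 therefore cannot show how much the shared untreated libraries added to the overlap. Across genes the log2 changes of the doses had r = 0.696, against 0.487 in those simulations. For the mean of both doses against untreated tpst, 1227 genes were called, 518 higher and 709 lower, and 231 at 2-fold. The count was 744 without tpst replicate 2 and 770 without tpst replicate 1. In that mean UGT72E1, a glucosyltransferase of lignin precursors, had log2 -0.98 (adjusted p = 3.02e-12) and PSK1 log2 -0.76 (adjusted p = 0.0179); PSK1 had 0.223 without tpst replicate 1 and 0.0911 without tpst replicate 2. Of genes that fell in the mean, 86.4% had a W-box against 76.4% of others (odds ratio 1.96, Fisher's exact test adjusted p = 1.03e-09).

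Whether PSK moved tpst towards Col-0 was asked by setting the mean PSK response beside the Col-0 difference. At 2-fold 27 genes rose and 8 fell in both, where independent calls would give 3.43 and 1.66, and 54 went opposite ways. Of the latter, 52 fell with PSK and were higher in Col-0, where independent calls would give 9.13. At adjusted p alone 345 genes went the same way and 335 opposite ways. IOS1, MLO12 and PHT1;1 belonged to that class, each above tpst in Col-0 and below it with PSK. CYP705A5 and AT5G37990 (log2 1.94 with PSK) rose in both. Across genes the log2 changes had r = 0.132, against 0.579 in simulations where only the shared tpst libraries linked them, and genes are not independent replicates. Their covariance was 0.0249 against 0.0241 in the simulations, so the lower r came with a larger variance of the changes and not with a lower covariance. W-boxes were also more frequent among genes higher in Col-0 (80.2% against 76.1%, odds ratio 1.27, adjusted p = 2.01e-06) and not among those lower (76.1%, adjusted p = 0.577, Fisher's exact test).

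**Figure D4:**
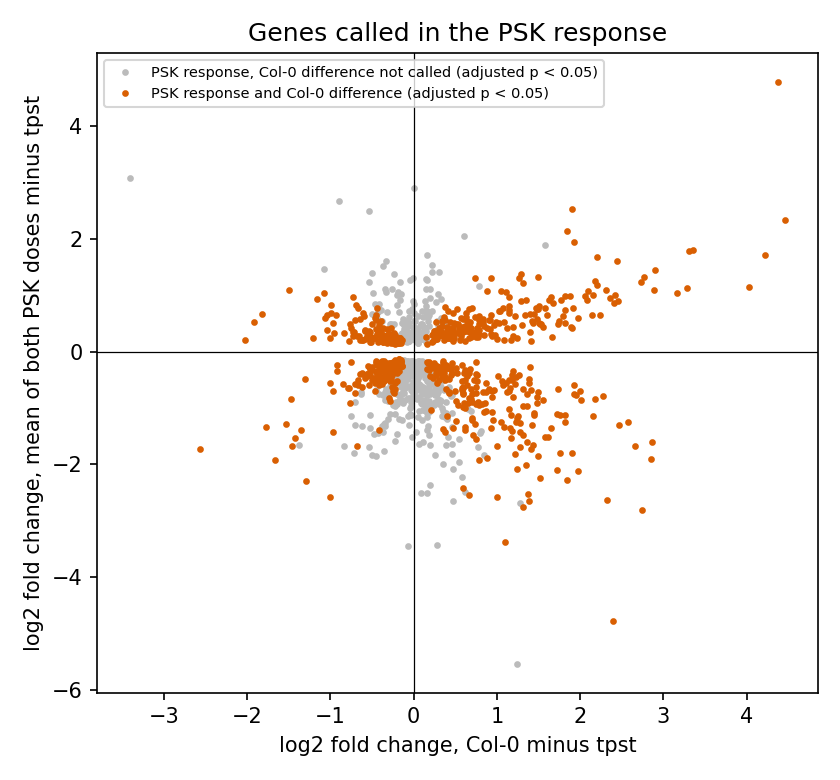
Log2 change with PSK (mean of both doses against untreated tpst, vertical) against the Col-0 difference from untreated tpst (horizontal), with a point per gene called with PSK and orange for genes also called in Col-0. Genes lie on both diagonals: 52 genes at 2-fold sit low on the right and 27 high on the right.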

Values the study reported

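In tpst seedlings given 100 nM PSK the paper reports 138 differentially expressed genes, 36 up and 102 down, and 61% more with 1 µM PSK. It reports that 88 of the 102 genes lowered at 100 nM (86.3%) were raised by the flagellin peptide flg22.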

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

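The libraries of the PSK doses differed from each other. A direct edgeR test of 1 µM against 100 nM in the fit of 12 libraries called 49 genes, 13 of them at least 2-fold. Other methods called from 28 to 480. With rRNA and organelle genes removed 3 genes were called at 2-fold. Each dose came as its own set of libraries, so dose and handling of the libraries cannot be told apart. The tests of rRNA at 100 nM, of single libraries and of oxygen supply were chosen only after the result was seen. Lower at 1 µM by at least 2-fold were the chloroplast rRNAs RRN16S.1 (log2 -2.90), RRN23S.2 (log2 -2.74), RRN23S.1 (log2 -2.40) and RRN16S.2 (log2 -2.05), the nuclear 18S rRNA AT3G41768 (log2 -2.52) and the mitochondrial rRNAs RRN18 (log2 -2.58) and RRN26 (log2 -1.67). The mitochondrial reading frame ORF107A (log2 -1.95) and the chloroplast gene PSBC for a photosystem II antenna protein (log2 -1.15) were lower too. Higher were the hypoxia gene CML38 (log2 1.06), the ubiquitin ligase ATL23 (log2 1.01), AT1G79075 (log2 1.4) and AT1G49700 (log2 2.06); PSBC and AT1G49700 were chosen after their values were seen. RRN23S.1 was not called without 1 µM replicate 2 (adjusted p = 0.0828), nor ATL23 without 100 nM replicates 1 and 2 (0.165 and 0.146) or 1 µM replicates 2 and 3 (0.0663 and 0.245), nor CML38 without several libraries, 1 µM replicate 3 among them (0.338). Among the 27 lists the core hypoxia response differed between doses (camera adjusted p = 6.2e-10; adjusted p = 0.804 with an estimated correlation). Leaving out Col-0 replicate 3 raised the 49 genes to 535 and leaving out 100 nM replicate 1 lowered them to 17; they were 85 without Col-0 replicate 2, 30 without 100 nM replicate 2, 19 without 1 µM replicate 2 and 20 without 1 µM replicate 3. The splits of these 6 libraries into 3 and 3 are too few for a share under 0.05: 1 of 10 gave as many genes, with 472 for the real split and 2 for the highest other. For lists 7 of 10 gave as many, with 1 for the real split and 6 for the highest other.

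The fall in rRNA reached 7 of 9 tested genes from nucleus, chloroplast and mitochondrion, and it set the 1 µM libraries apart. RRN16S.1 and RRN16S.2 are named as copies of the same rRNA, as are RRN23S.1 and RRN23S.2. The handling of fragments that align to several places is unknown, so these entries may not be separate observations. A smaller carry-over of RNA without poly(A) tails into the 1 µM libraries would lower snoRNA and snRNA as well. Their median log2 change between doses was 0.15 over 89 genes. That does not decide the question, because those counts may come from host transcripts, a point not tested. Protein-coding genes of the mitochondrion had a median log2 change of -1.08, with 15 of 16 below 0 and 1 called. Those of the chloroplast had a median of -0.09, with 37 of 68 below 0 and 2 called. A graded PSK effect and a difference in RNA handling cannot be told apart for these rRNA genes, because the median at 100 nM was log2 -0.31 with 0 of 9 genes called by edgeR and each dose came as its own set of libraries.

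The rise of hypoxia genes from 100 nM to 1 µM had a list median of log2 0.424 to 0.978 when any 1 of the 6 compared libraries was left out, and camera at its preset correlation gave at most an adjusted p of 3.03e-06, without 1 µM replicate 3. That p does not show whether a single library decides the call, since the preset is far below the correlation of these genes, the list is not called with an estimated correlation (0.804) or by fry (0.364), and 4 of the 6 fits called 0 members. List means were 3.01 to 3.77 log2 CPM at 100 nM, 3.99 to 4.47 at 1 µM and 3.05 to 3.34 in untreated tpst. After removal of group means the genes' mean correlation was 0.341, above 100% of 10000 random lists (median -0.00303), but genes under common control correlate more than random ones whatever moves them, so this says nothing of oxygen. An oxygen supply that varied from library to library and an effect of 1 µM PSK on these genes cannot be told apart in these libraries. No oxygen level was recorded and the correlation test does not separate them. The paper reports hypoxia terms among the genes raised by PSK in several of its treatment conditions, whose other data were not examined here.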

How the results depend on the processing

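The alternatives to the processing were chosen before the data were examined, except that the tests with rRNA and organelle genes removed, with libraries left out of overlaps, W-boxes and TPST, with W-boxes at 2-fold and with genes named by the study removed from the other lists were chosen after seeing the data. Of the values of named genes under an alternative, 3596 had the same direction and side of the threshold, 60 lost their call, 12 gained one and 4 reversed; of those of lists 734 did not change and 43 lost their call. DESeq2 on only the compared libraries gave no adjusted p for 10 gene results. Limma-trend on log2(FPKM + 1) gave fewer genes at 2-fold: 523 for Col-0, 47 at 100 nM, 111 at 1 µM and 67 for the mean of doses. At adjusted p alone it called 28 genes between doses. Its added 1 shrinks changes of weakly expressed genes. The test and the unit changed together, so the part of that added 1 is not known. With only the compared libraries edgeR called 2125 genes at 1 µM and 472 between doses, 25 of them at 2-fold, and DESeq2 480 and 7. On the 12 libraries DESeq2 called 148 between doses and 26 at 2-fold, and limma-voom 22 at 2-fold. No filter gave 97, the replicate block 95 and 20 at 2-fold, and removal of rRNA and organelle genes 3 at 2-fold, since 7 rRNA genes, ORF107A and PSBC were then gone and CML38 was no longer called (adjusted p = 0.0517). Leaving out Col-0 replicate 3 alone gave counts near those of edgeR on only the compared libraries, 2169 at 1 µM and 535 between doses. The lower counts of the main fit thus depended on that library. The cause was not tested for the other alternatives. With an estimated correlation 0 lists were called for Col-0, 6 at 100 nM, 1 at 1 µM, 0 between doses and 5 for the mean; fry called 20 for Col-0 and 0 between doses. Removal of the genes named by the study left these counts of lists unchanged at the preset correlation, 13 for Col-0, 11 at 100 nM and 11 at 1 µM. Adjusted p alone raised the overlap of doses to 518 genes, that with Col-0 to 345 and the opposite class to 335, by construction.

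Leaving out 1 library at a time gave 4568 to 5775 genes for Col-0 (1151 to 1336 at 2-fold), 407 to 1039 at 100 nM (107 to 170), 781 to 2169 at 1 µM (202 to 282), 17 to 535 between doses (10 to 28) and 744 to 1809 for the mean (176 to 254). The log2 change of TPST ran from 1.12 to 1.25. Lists called numbered 13 to 14 for Col-0, 11 to 13 at 100 nM, 11 to 13 at 1 µM, 1 to 3 between doses (2 without 100 nM replicate 2 or 1 µM replicate 1, 3 without 1 µM replicate 2) and 12 to 13 for the mean. The extremes came without Col-0 replicate 3 at the high end of each gene count, and at the low end without tpst replicate 3 for Col-0, 100 nM replicate 3, tpst replicate 2, 100 nM replicate 1 and tpst replicate 2 in the order given. Further counts moved by over 1.5 times were 428 at 100 nM and 770 for the mean without tpst replicate 1. Between doses they were 85 without Col-0 replicate 2, 30 without 100 nM replicate 2, 19 without 1 µM replicate 2 and 20 without 1 µM replicate 3. Doses shared 77 to 119 genes with 0 opposite; PSK and Col-0 shared 24 to 44, with 36 to 54 opposite.

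Promoters of genes that fell with PSK had W-box odds ratios of 1.99 to 2.70 at 100 nM, 1.6 to 2.07 at 1 µM and 1.64 to 2.27 for the mean with 1 library left out. For Col-0 they were 1.21 to 1.3 (higher) and 0.945 to 0.995 (lower), and 1.05 to 1.41 for genes that rose at 100 nM. Genes that rose changed sides of 1 and were not called: at 100 nM the ratio was 0.829 with TTGAC[CT] and 0.941 at 2-fold, and for the mean 1.04 at 2-fold. With 1 library left out it ran from 0.932 to 1.14 at 1 µM and from 0.863 to 1.46 for the mean, where the call at 1.46 came without tpst replicate 1 (adjusted p = 0.0239). In Col-0 the uncalled PSKR1 ran from log2 -0.0844 without Col-0 replicate 1 to 0.148 without Col-0 replicate 2, and PSKR2 from -0.071 without Col-0 replicate 2 to 0.0208 without tpst replicate 1, with 0.0113 without Col-0 replicate 3 and 0.0732 with total counts. The largest shift of the median of all genes under a scaling was 0.0966, with total counts in Col-0. Depth limits genes of a few counts, such as those nearly silent in Col-0.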

Other observations

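Gene families that share a protein domain were tested beside the fixed lists. Genes of those lists and genes named by the study were left in, so the families are not separate evidence. The domain families, the root markers within 2 SE and the scaling by total counts were tests chosen only after the results were seen. In Col-0, 11 of 15 genes with the FAD_binding_8 domain of ferric reductases and NADPH oxidases were higher than in tpst and 1 was lower (median log2 1.04, camera adjusted p = 0.000278; adjusted p = 0.359 with an estimated correlation). Of 28 genes with the GTP_EFTU domain of translation factors 14 were lower in Col-0 and 0 higher (adjusted p = 0.0137; adjusted p = 0.403 with an estimated correlation), and of 58 mitochondrial carriers 15 were lower and 2 higher (adjusted p = 0.0163; adjusted p = 0.359 with an estimated correlation).

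With PSK (mean of both doses) 10 of 32 genes of berberine-bridge-like oxidases (FAD_binding_4) fell and 1 rose (median log2 -0.22, adjusted p = 0.00063; adjusted p = 0.555 with an estimated correlation). Kinases with the Pkinase_Tyr domain fell in 36 and rose in 4 of 294 cases (median log2 -0.07, adjusted p = 0.00422). Papain-like proteases (Peptidase_C1) rose in 5 and fell in 1 of 26 cases (median log2 0.12, adjusted p = 0.00348), and serine carboxypeptidases (Peptidase_S10) rose in 6 and fell in 0 of 36 (median log2 0.13, adjusted p = 0.00422). None of these families was called with an estimated correlation. In all 190 families of at least 10 genes were tested per comparison.

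The rise of root markers in Col-0 could come from a larger share of root tissue in the seedlings. Root tissue alone would raise all markers by about the same amount only if they were equally specific to the root, which was not tested. Of 14 markers 3 lay within 2 SE of their median, and the changes ran from log2 -1.29 to 3.31. That spread does not decide between tissue share and other causes. The lowest marker, at log2 -1.29, was lower in Col-0, which a larger root share alone would not give. Shoot photosynthesis markers were lower in Col-0 for 21 of 26 genes, the direction that a larger root share would give. A larger root share as a part of the cause stays open. TMM scaling is argued against as the cause, since its factors (0.974 to 1.075) are too close together for such a rise. Total counts in place of TMM gave a median of log2 1.5, an outcome that those factors all but fixed. Loss of sulfated root peptides in tpst is a biological explanation that the design gives and that was not tested apart from tissue share.

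Other splits of the libraries bear on the counts of called genes. For the mean of doses 1 of 84 splits of the 9 tpst libraries gave as many genes, a share under 0.05. The real split gave 1230 and the highest other 520. Such splits do not bear on harvest time or handling that went with the treatment. For lists 2 of 84 gave as many, also a share under 0.05. However, the highest other split called 14 lists and the real split 13, so camera at its preset correlation also called many lists on a wrong grouping. Splits of 3 against 3 are too few for such a share. For genes 1 of 10 gave as many in each of the other comparisons: 4949 against 0 for Col-0, 984 against 2 at 100 nM and 2125 against 1 at 1 µM, real split first and highest other second. For lists, also with 1 of 10, the values were 13 against 9 for Col-0, 12 against 7 at 100 nM and 11 against 7 at 1 µM.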
